A study of Mus musculus with 24 samples. Its data were reported in "Cellular reprogramming in vivo initiated by SOX4 pioneer factor activity" (2024).

How the data were processed

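SOX4 binding and 4 histone modifications were profiled in mouse hepatocytes by CUT&RUN, in which an antibody directs micrococcal nuclease to its target on chromatin and the DNA released by cleavage is sequenced. The animals had received an adeno-associated virus of serotype 8 at 1e12 genome copies per mouse. Its hepatocyte-active TBG promoter drove HA-tagged Sox4 and, after a P2A peptide, Cre recombinase. Hepatocytes were collected 18 h (18 hpi) or 4 days (4 dpi) after injection. Samples were grouped by the antibody and time point in their labels. The 24 samples comprised 3 SOX4 (anti-HA) and 3 isotype control libraries at each time point. H3K4me1 and H3K4me3 had 2 libraries each per time point (replicates 2 and 3), and H3K27ac and H3K27me3 had 1 each (replicate 3). The H3K27me3 samples carry a misspelt mark name in their titles and were taken as H3K27me3. The 6 isotype libraries were not used here, so no background measured in them is given. The other 18 samples have 1 peak list each.

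According to the study's methods, the authors aligned reads to the mouse genome mm10 (GRCm38) with Bowtie2 and removed duplicates with Picard. They called SOX4 peaks with MACS2 in each replicate, against the combined isotype libraries of the same time point. Replicates were therefore called separately, but lists of 1 time point share a control. The effect of that shared control on the overlap of lists was not simulated, since this needs reads. The methods describe SOX4 data merged from a pair of sequencing runs, and whether these lists used 1 run or both is not stated. All samples analysed here carry the label of 1 sequencer, so no batch could be compared. By the study's supplement, MACS2 was also used for the histone marks, with no isotype library as control, in its narrow mode except for H3K27me3, which was called in broad mode. The same supplement names a blacklist of problem regions in mm10, against which all called peaks were filtered.

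The deposited score of each peak is the −log10 q-value from the authors' peak caller. It was used only to rank and filter peaks within a list. The highest q was 0.0997 in the SOX4 lists and 0.0100 in the histone lists. The lists give start and end positions without summits or read counts. Read numbers per library are given in the study's supplement and were not used here, so nothing below is adjusted for sequencing depth. Gaps in the numbering of peak names point to peaks that the authors removed after calling. The share missing from the numbering was 1.50 to 2.53% in the SOX4 lists, 1.66 to 1.70% for H3K4me1, 2.87 to 3.73% for H3K4me3 and 2.59 to 3.05% for H3K27ac. For H3K27me3 it was 53.4% at 18 hpi and 74.95% at 4 dpi, so the number of H3K27me3 peaks may depend on this removal. Whether the blacklist accounts for a share that large was not tested.

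Peaks on the 19 autosomes and the X and Y chromosomes entered the comparisons of sites, motifs, genes and marks. Peak numbers, covered sequence and the share of peaks on chromosome X were taken over whole lists. Peaks on mitochondrial DNA and unplaced scaffolds were left out of those comparisons. They numbered 0 to 58 per SOX4 list, 48 to 67 for H3K4me1, 69 to 97 for H3K4me3, 51 to 80 for H3K27ac and 23 to 32 for H3K27me3. Coordinates are 1-based on GRCm38, and genes are those of GENCODE release M21.

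Overlap between lists was the Jaccard index, the bases shared by a pair of lists divided by the bases covered by either. For SOX4 sites, all 6 lists were merged wherever peaks shared at least 1 base. A site was 18 hpi-only when at least 2 of the 3 lists at 18 hpi and none at 4 dpi held it. The reverse defined 4 dpi-only sites. Common sites were held by at least 2 lists at both time points. These classes rest on presence in lists and are not a test of read counts.

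Motifs were searched on both strands of the 300 bases around each peak or site centre. The main consensus strings were CWTTGTY for SOX factors and CAAAGKYCA for HNF4A, in the 1-letter code for ambiguous bases. A longer SOX string and strings for AP-1, CEBP, FOXA, TEAD and CTCF were searched in the same way. Windows of the same length 2000 bases to either side gave the background. A promoter peak had its centre within 1000 bases of a protein-coding transcription start site (TSS). Each peak was assigned to the nearest protein-coding TSS. A hepatocyte list and a biliary list of 50 genes each were written from general knowledge of these cells. The lists share 0 genes, and all of their names were matched in the annotation. Cyp2e1, Itga3, Cd24a and Epcam, which the study takes as examples, are among them. A mark was present at a site when a peak of its list shared at least 1 base with it, and the same sites moved by 50000 bases gave the background.

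SOX4 replicates at 18 hpi and 4 dpi were compared by exact two-sided permutation tests on the difference of group means. With 3 libraries against 3, the smallest possible p is 0.1. With 2 against 2 it is 0.33, so neither design can reach 0.05. H3K27ac and H3K27me3 had no replicates and no test. Their shares are given with Wilson 95% intervals, which cover counting error over sites only. Classes of sites were compared by Fisher's exact test, two-sided, with odds ratios and 95% intervals. Sites are not replicates, so these tests describe the lists at hand. Values for 8 motif strings were adjusted together by the Benjamini-Hochberg method. The Fisher comparisons of motifs and gene lists, the numbers of sites in 1 group of lists only, and list overlap were also computed over the 10 ways to part the 6 SOX4 lists into 3 and 3. Each way other than by time point sets 2 lists of 1 time point with 1 of the other, so part of the time contrast remains.

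The groups, the main comparisons with their tests, the splits for list overlap and numbers of sites, the motif strings, gene lists, alternatives and the rule for naming loci were fixed before the data were examined. That rule named the study's example loci, Sox4 itself, and 5 sites of each class. These 5 had the lowest mean rank by score among sites held by all 3 lists of 1 time point and none of the other. Comparisons of the 6 further motif strings, of parts of lists by score, of chromosome X shares and of combined marks were not in that plan, and neither were the splits for odds ratios. The splits for sites held by all 3 lists and for AP-1 were chosen after those values were seen, as were the tests on class sizes, HNF4A outside enhancers, the Sox4 locus, Y-linked promoters and H3K27me3 overlap. The distal enhancer near Cyp2e1 was looked at after the other values were seen, at the position that the study's methods give for its probe. The alternatives were score thresholds at q 0.01 and 0.001, lists of equal length, a minimum overlap of 0.5 of the shorter peak, motif windows of 100 bases and other consensus strings. They also included GC content in a logistic model, sites over 1000 bases from a TSS, promoters of 3000 bases, the TSSs of all annotated genes and genes within 50000 bases. Further alternatives were covered bases in place of peak number, sites held by all 3 lists, a replicate block, and leaving out each library in turn. Hiding repeats from the motif search was added after seeing the data.

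Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0. The genome was indexed with samtools 1.23.1 and plots were drawn with matplotlib 3.10.9. The steps were tested on simulated data. All 5901 simulated sites of the class comparison received the class they were made with, and 100% of 1161 planted motif matches were found. For the odds ratio, 96.6% of 500 simulated 95% intervals held the true value. The nearest TSS equalled that of a direct search for 100% of 2000 windows.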

Results

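To follow where SOX4 binds early and late after its expression in hepatocytes, CUT&RUN peak lists were compared between 18 hpi and 4 dpi. There were 6 SOX4 lists (3 replicates per time point) and 12 lists of histone marks. H3K4me3 marks promoters, H3K4me1 marks enhancers and promoter flanks, H3K27ac marks active elements, and H3K27me3 marks repressed regions. H3K4me1 and H3K4me3 had 2 libraries per time point. H3K27ac and H3K27me3 had 1 library per time point and thus no replicate error. The files hold peaks and no read counts, and no comparison was adjusted for sequencing depth.

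At 18 hpi, the SOX4 lists held 10587, 16718 and 6622 peaks, a mean of 11309 ± 5087 (SD, n = 3). At 4 dpi they held 31729, 24332 and 11278 peaks, a mean of 22446 ± 10355 (SD, n = 3). The ratio of the means was 1.98. The difference of mean log2 peak number was 0.96, beside SDs of 0.67 and 0.78 between replicates, and the lists of the time points overlapped in length (exact two-sided permutation p = 0.2, smallest possible 0.1). The setting that moved this difference most was leaving out replicate 3 at 4 dpi, which raised it to 1.40. Without replicate 3 at 18 hpi it was 0.63. SOX4 peaks covered 2.38 ± 1.19 Mb at 18 hpi and 3.94 ± 1.87 Mb at 4 dpi (SD, n = 3).

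**Figure D1:**
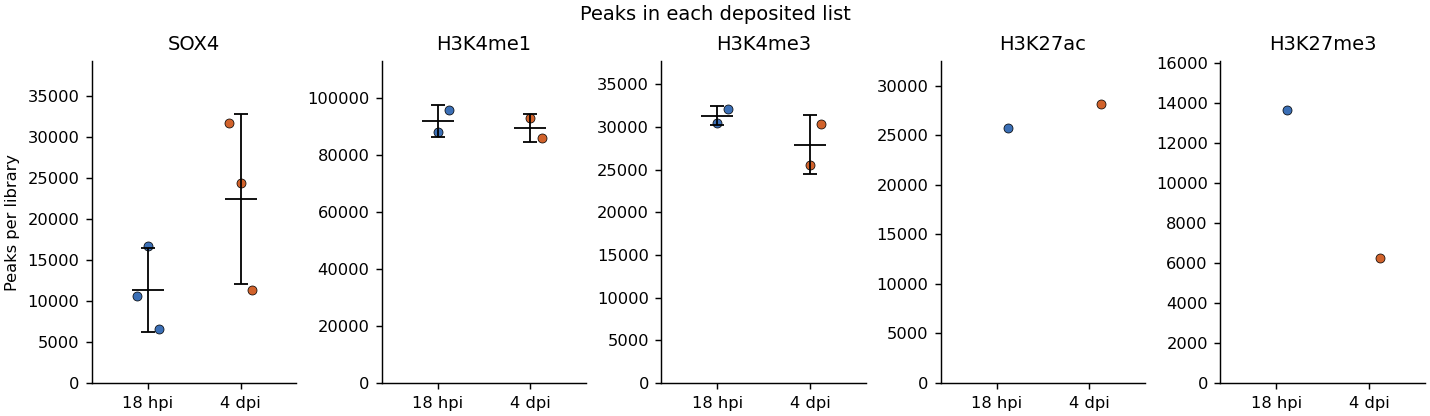
Number of peaks in each deposited list (vertical axis, peaks per library, starting at 0) at 18 hpi and 4 dpi for SOX4 and 4 histone marks, with 1 point per library and, where there were replicates, a long bar for the mean and whiskers for the SD. The SOX4 points span 6622 to 16718 at 18 hpi and 11278 to 31729 at 4 dpi, so the time points overlap.

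The SOX4 peak sets were next compared with each other. The Jaccard index averaged 0.274 over the 6 pairs of lists from 1 time point (range 0.174 to 0.339). Over the 9 pairs from different time points it averaged 0.158 (range 0.118 to 0.211). The difference was 0.116, the largest among the 10 ways to part the 6 lists into 3 and 3, of which the next gave 0.0235. With 10 splits, a share under 0.1 cannot occur. Lists of equal length moved this difference most, to 0.148. Lists of 1 time point were called against the same control, and how much of the difference this accounts for was not measured.

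Merging the 6 lists gave 53291 sites, of which 33745 (63.3%) were in 1 list only and 2138 were in all 6. At 18 hpi, 7447 sites were in at least 2 lists, and at 4 dpi 15204 were. Of the former, 64.2% were also in at least 2 lists at 4 dpi and 20.9% were in none. The classes comprised 1555 18 hpi-only, 7665 4 dpi-only and 4784 common sites. These numbers depended on list length. When each list was reduced to its 6622 highest-scoring peaks, there were 2060 18 hpi-only, 2462 4 dpi-only and 2048 common sites. The ratio of 4 dpi-only to 18 hpi-only sites was 4.93 with whole lists and 1.20 with lists of equal length. Requiring all 3 lists of a time point left 426, 3091 and 2138 sites in the same order. Single libraries also mattered. The 18 hpi-only class held 603 sites without replicate 1 and 732 without replicate 2 of 18 hpi. The 4 dpi-only class held 3640 without replicate 1 and 3782 without replicate 2 of 4 dpi. The common class held 2986 without replicate 1 of 18 hpi. In the real split, 9220 sites were in at least 2 lists of 1 time point and none of the other, against 1683 to 5093 in the other 9 splits. By a count chosen after seeing the data, 3517 sites were in all 3 lists of 1 time point and none of the other, against 105 to 506 in the other 9 splits.

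Whether the peaks carry the SOX motif was asked in each list. A match to CWTTGTY lay within the 300-base window of 37.8% ± 3.58 of peaks at 18 hpi and 32.8% ± 2.61 at 4 dpi (SD, n = 3). Flanking windows had a match in 19.8% and 19.4%, so the ratio to the flanks was 1.91 ± 0.195 at 18 hpi and 1.69 ± 0.145 at 4 dpi (SD, n = 3). The time points differed by -4.96 percentage points, with an exact two-sided permutation p of 0.2. This moved most with windows of 100 bases, where the difference was -1.53 points. With lists of equal length it was smaller, -2.00 points, but all 3 lists at 18 hpi lay above all 3 at 4 dpi (exact two-sided permutation p = 0.1, the smallest possible). Among the top 0.25 of peaks by score in each list, 47.3% had a match at 18 hpi and 40.8% at 4 dpi, again with all lists of the time points apart (exact two-sided permutation p = 0.1). Among the lowest 0.25 of peaks 32.1% and 28.4% did (exact two-sided permutation p = 0.2).

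The HNF4A motif was examined because HNF4A is a central hepatocyte transcription factor whose motif shares the CAAAG core with the reverse strand of the SOX motif. Its consensus matched 7.12% ± 1.25 of peaks at 18 hpi and 5.56% ± 0.905 at 4 dpi (SD, n = 3), against 1.94% and 1.93% of flanks. The difference of -1.56 points had an exact two-sided permutation p of 0.2. With windows of 100 bases it was -0.245 points. Some of the 8 strings moved the opposite way. AP-1 (TGASTCA), the site of FOS and JUN factors, matched 6.95% ± 0.986 of peaks at 18 hpi and 9.66% ± 0.725 at 4 dpi (SD, n = 3). All 3 lists at 4 dpi lay above all 3 at 18 hpi for AP-1, TEAD and CTCF, each with an exact two-sided permutation p of 0.1. Chance alone gives such a separation in this direction or the other in 10% of 3 against 3 comparisons, and adjustment over 8 strings cannot lower these values.

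**Figure D2:**
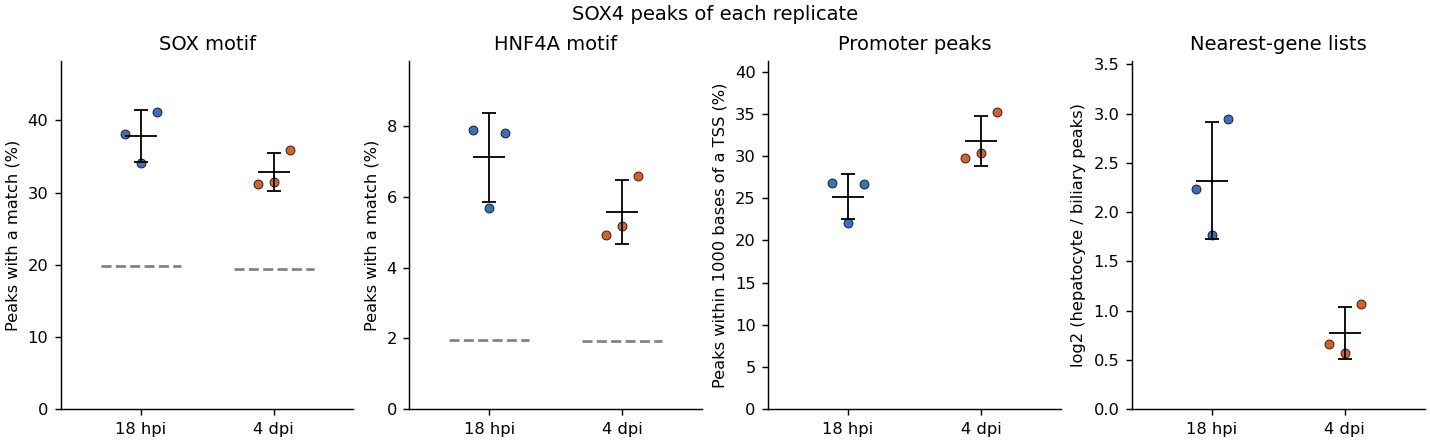
Values of each SOX4 replicate at 18 hpi and 4 dpi (1 point per list, long bar for the mean, whiskers for the SD, n = 3): percent of peaks with a SOX motif, percent with an HNF4A motif, percent within 1000 bases of a TSS, and the log2 ratio of peaks nearest hepatocyte-list genes to peaks nearest biliary-list genes. Dashed lines give the mean percent in flanking windows, 19.8 and 19.4 for SOX and 1.94 and 1.93 for HNF4A; with whole lists the time points overlap for both motifs and separate for promoter share and gene lists.

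Motifs were then compared between the site classes, where sites are not replicates. The HNF4A consensus was in 137 of 1555 18 hpi-only sites (8.81%) and 377 of 7665 4 dpi-only sites (4.92%). The odds ratio was 1.87 (95% interval 1.52 to 2.29; Fisher's exact test, two-sided, p = 9.19e-09, adjusted over 8 motifs 3.67e-08). In common sites the share was 7.25%, and flanks of the 3 classes had 2.15%, 2.03% and 2.00%. The odds ratio fell most, to 1.32, with GC content in a logistic model across all 9220 sites of both classes. Of the 10 splits of the 6 lists, 3 gave an HNF4A odds ratio as far from 1 as the real one. Such counts ignore direction, and the other splits keep part of the time contrast. Windows with both motifs made up 3.28% (Wilson 95% interval 2.50 to 4.29) of 18 hpi-only, 2.00% (1.71 to 2.33) of 4 dpi-only and 4.12% (3.59 to 4.72) of common sites.

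The SOX consensus was in 33.5% of 18 hpi-only, 29.9% of 4 dpi-only and 45.3% of common sites. The odds ratio of 18 hpi-only to 4 dpi-only sites was 1.18 (1.05 to 1.33; Fisher's exact test, two-sided, p = 0.00497, adjusted 0.00795). This direction did not hold in all settings. With GC content in the model the odds ratio was 0.809, past the threshold of 0.05 in the opposite direction, and over sites more than 1000 bases from a TSS it was 0.909. Without replicate 2 of 18 hpi it was 1.12 (Fisher's exact test p = 0.159). As many as 6 of the 10 splits gave a SOX odds ratio as far from 1.

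Of the other strings, AP-1 showed the greatest difference in percentage points, with 4.31% of 18 hpi-only, 12.3% of 4 dpi-only and 8.40% of common sites. Its odds ratio was 0.321 (0.249 to 0.414; Fisher's exact test, two-sided, p = 5.51e-24, adjusted 4.40e-23), and flanks had 4.57%, 5.51% and 5.60%. A value as far from 1 came from 2 of the 10 splits, a count chosen after the odds ratio was seen. TEAD and CTCF were also more frequent at 4 dpi-only sites, with odds ratios of 0.673 (adjusted p = 3.03e-04 by Fisher's exact test) and 0.252 (adjusted p = 4.64e-06). For both, only the real split (1 of 10) gave a value as far from 1. CEBP had an odds ratio of 1.34 (adjusted p = 0.0325 by Fisher's exact test), matched or passed in 2 of the 10 splits. FOXA (1.09, adjusted p = 0.383) and the longer SOX string (1.06, adjusted p = 0.504) showed no difference by Fisher's exact test, and 4 and 8 of the 10 splits gave values as far from 1.

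The position of SOX4 peaks relative to genes was examined next. Promoter peaks made up 25.2% ± 2.69 of the lists at 18 hpi and 31.8% ± 3.01 at 4 dpi (SD, n = 3). The difference of 6.60 points had an exact two-sided permutation p of 0.1, the smallest possible, with all 3 lists at 4 dpi above all 3 at 18 hpi. Lists of equal length moved it most, to 9.0 points. Among the classes, 14.3% (Wilson 95% interval 12.7 to 16.2) of 18 hpi-only, 38.8% (37.7 to 39.9) of 4 dpi-only and 33.7% (32.4 to 35.1) of common sites were at promoters. The median distance to the nearest TSS was 12.3, 5.05 and 6.81 kb. Mean GC content was 47.9% ± 6.92, 54.6% ± 9.16 and 52.0% ± 8.18 (SD across sites).

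Whether early peaks lie near hepatocyte genes and later ones near biliary genes was asked with the 2 gene lists. Peaks nearest a hepatocyte-list gene numbered 163 ± 46.0 at 18 hpi and 166 ± 64.3 at 4 dpi (SD, n = 3). Peaks nearest a biliary-list gene numbered 37.0 ± 23.1 and 101 ± 48.7 (SD, n = 3). The log2 ratio of hepatocyte-list to biliary-list peaks was 2.32 ± 0.59 at 18 hpi and 0.77 ± 0.27 at 4 dpi (SD, n = 3). It fell by 1.55, and all 3 lists at 18 hpi lay above all 3 at 4 dpi (exact two-sided permutation p = 0.1, the smallest possible). Counting only genes within 50000 bases moved the difference most, to -2.02. At the classified sites, 36 of the 43 18 hpi-only sites nearest a gene of either list were nearest a hepatocyte gene, against 34 of 79 4 dpi-only sites. The odds ratio was 6.81 (2.70 to 17.1; Fisher's exact test, two-sided, p = 1.76e-05). Leaving out replicates 1, 2 and 3 of 18 hpi in turn gave 17.7, 11.4 and 4.78, and leaving out those of 4 dpi gave 7.35, 5.78 and 6.11. Other splits of the 6 lists gave values as far from 1, 3 of 10 with the real one included. These sites lay near few genes, 21 hepatocyte-list and 6 biliary-list genes for the 18 hpi-only class and 22 and 25 for the 4 dpi-only class.

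At single loci, the biliary gene Cd24a (ENSMUSG00000047139.9, chromosome 10, 43578284 to 43584265) had 4 dpi-only sites. One lay in an intron at 43580626 to 43581104, 930 bases from a TSS, and held a SOX motif. All 3 lists at 4 dpi had a peak there, with authors' scores (−log10 q) of 25.5, 17.0 and 20.6, and none at 18 hpi did. Both H3K4me3 lists at 4 dpi and the H3K27me3 list at 18 hpi also had a peak there, and no H3K27ac or H3K4me1 list did. A second 4 dpi-only site covered part of an exon at 43578363 to 43579168. An H3K27ac peak overlapped this second site at 4 dpi and not at 18 hpi. An H3K27me3 peak overlapped it at 18 hpi and not at 4 dpi. Between these sites, the H3K27ac list at 4 dpi also had a peak at 43580078 to 43580260. Both marks had 1 library per time point. Near Epcam (ENSMUSG00000045394.9, chromosome 17, 87635979 to 87651129), a common site lay between genes at 87613179 to 87613870, 22454 bases from the TSS. It was in 2 lists at 18 hpi and 3 at 4 dpi, and an H3K27ac peak overlapped it at 4 dpi and not at 18 hpi. Sites of the 4 dpi-only class lay 65066 and 64217 bases from the TSS, each in all 3 lists. Near Itga3 (ENSMUSG00000001507.16, chromosome 11, 95044474 to 95076801), 2 intergenic 4 dpi-only sites with a SOX motif lay at 95093266 to 95093446 and 95096666 to 95096868. Each was in 2 of the 3 lists.

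At the hepatocyte gene Cyp2e1 (ENSMUSG00000025479.9, chromosome 7, 140763739 to 140774987), no site assigned to it by nearest TSS was in more than 1 list at 18 hpi. The 6 sites overlapping the gene, in introns and coding exons, were each in a single 18 hpi list. An intergenic site at 140756633 to 140756908 was in 1 list at 18 hpi and 3 at 4 dpi. The distal enhancer from which the study took its Cyp2e1 probe lies outside these sites and was looked at after the other values were seen. None of the 6 SOX4 lists had a peak within 1000 bases of the probe, and their nearest peaks lay 9424 to 48713 bases away. The study describes this enhancer as a SOX4 target, and purified SOX4 bound the probe in its in vitro assay. Absence from peak lists of single replicates does not exclude binding there. All 4 H3K4me1 lists and the H3K27ac list at 18 hpi had a peak over the probe, and the H3K27ac list at 4 dpi did not. No H3K4me3 list had a peak over the probe. The nearest H3K4me3 peaks lay 37 and 8 bases away at 18 hpi and 48315 and 13254 bases away at 4 dpi (replicates 2 and 3). Sox4 itself (ENSMUSG00000076431.4, chromosome 13, 28948919 to 28953713) had a SOX4 peak in replicate 1 of 4 dpi, at 28952297 to 28953008 in the coding sequence. All 12 histone lists, H3K27me3 included, had a peak over this coding sequence, which the vector also carries, so reads there cannot be assigned to the chromosomal gene alone.

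The 18 hpi-only sites with the lowest mean rank had Cdc42ep4 (intron, chromosome 11, 113749690 to 113750468), Ireb2 (chromosome 9, 54842241 to 54842829), Mbnl1 (chromosome 3, 60408399 to 60408796), Prdm10 (chromosome 9, 31252350 to 31252653) and Tmem87b (chromosome 2, 128812849 to 128813169) as nearest genes. The last 4 were intergenic. The 4 dpi-only sites were nearest Itm2b (intergenic, chromosome 14, 73388556 to 73389029), Hip1 (intergenic, chromosome 5, 135545173 to 135545689), Dct (chromosome 14, 117679961 to 117680282), Cd24a (the intronic site above) and Id4 (chromosome 13, 48227735 to 48228053). The site nearest Dct lay 372063 bases from its TSS, in an intron of Gpc6, and the site nearest Id4 lay in an intron of A330033J07Rik. A SOX motif was present at the Cdc42ep4 and Mbnl1 sites of the first group and at all of the second except the Id4 site.

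**Figure D3:**
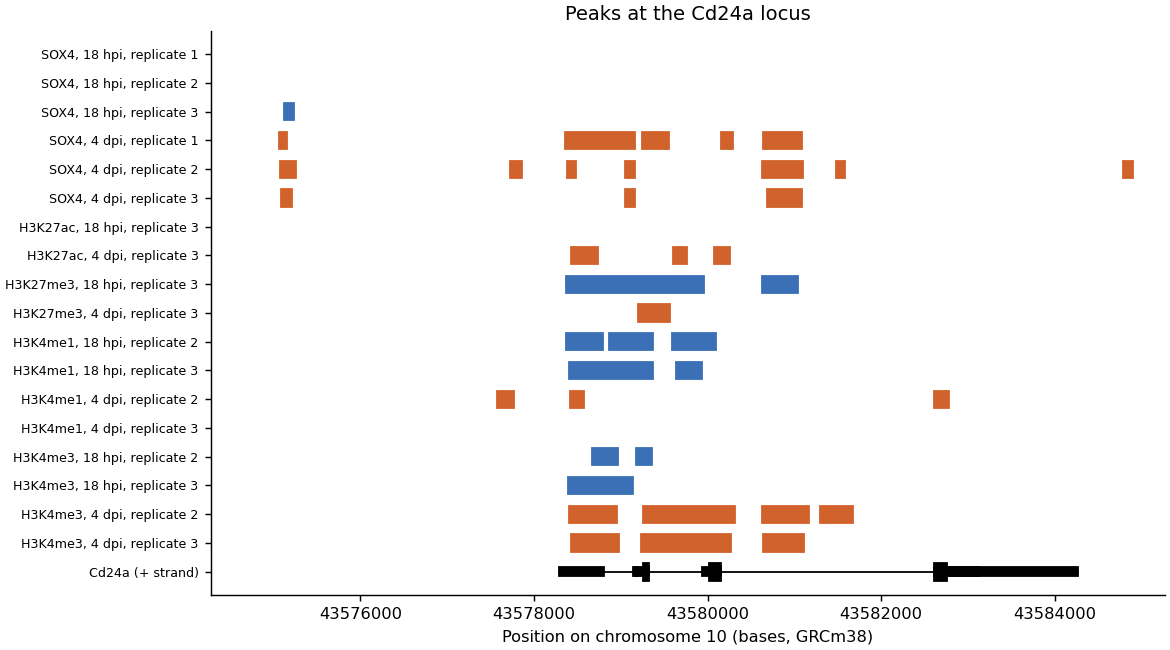
Peaks of each list (1 line per library, blue at 18 hpi and orange at 4 dpi) along chromosome 10 from 43574284 to 43585265 (horizontal axis, bases, GRCm38), with the Cd24a exons as boxes, taller for coding sequence. All 3 SOX4 lists at 4 dpi have a peak at 43580626 to 43581104 and no SOX4 list at 18 hpi does.

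The histone lists were described before marks were set against SOX4 sites. H3K4me1 had 92039 ± 5664 peaks at 18 hpi and 89626 ± 4832 at 4 dpi (SD, n = 2), a log2 difference of -0.04 (exact two-sided permutation p = 0.667). H3K4me3 had 31274 ± 1113 and 27919 ± 3433 (SD, n = 2), a log2 difference of -0.17 (exact two-sided permutation p = 0.33, the smallest possible). The single H3K27ac libraries had 25719 peaks at 18 hpi and 28114 at 4 dpi, and the single H3K27me3 libraries 13623 and 6252. The H3K27me3 difference of -1.12 on the log2 scale moved most at q under 0.001, to -2.04. It has no replicate check, and 53.4% and 74.95% of H3K27me3 peak numbers are missing from the lists. The direction for H3K4me1 rested on single libraries. It was 0.025 without replicate 3 of 18 hpi and 0.017 without replicate 3 of 4 dpi. Between time points the Jaccard index was 0.376 for H3K4me1, 0.641 for H3K4me3, 0.271 for H3K27ac and 0.111 for H3K27me3. Between replicates it was 0.464 for H3K4me1 and 0.723 for H3K4me3.

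To ask how chromatin at early and late SOX4 sites changed, the share of sites with each mark was compared. At 18 hpi-only sites, H3K4me3 was present at 45.9% ± 1.77 at 18 hpi and 28.3% ± 4.50 at 4 dpi (SD, n = 2). The shifted sites had 3.31% and 2.70%. The difference of -17.6 points exceeded both SDs, but 2 against 2 libraries allow no exact permutation p below 0.33, the value found. Only 14.3% of 18 hpi-only sites were at promoters. Across whole H3K4me3 lists, the share of peaks at promoters rose from 44.3% ± 1.75 at 18 hpi to 53.4% ± 4.67 at 4 dpi (SD, n = 2). The fall is thus not shown to be specific to SOX4 sites. With lists of equal length the difference at 18 hpi-only sites was -12.2 points, the largest shift among settings. At 4 dpi-only sites, H3K4me3 was at 55.6% ± 1.97 and 53.8% ± 2.81 (SD, n = 2). That difference of -1.81 points was within the SDs and changed sign, to 1.30 points, with lists of equal length. At common sites it went from 67.4% ± 2.79 to 56.3% ± 3.36 (SD, n = 2), a difference of -11.1 points that shrank to -6.08 points with lists of equal length.

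H3K4me1 did not separate the time points over the main classes. It was at 49.8% ± 4.27 and 54.5% ± 7.09 of 18 hpi-only sites, and at 40.1% ± 4.32 and 42.3% ± 4.46 of 4 dpi-only sites (SD, n = 2; exact two-sided permutation p = 0.667 for both). At common sites it was at 40.8% ± 3.65 and 42.4% ± 6.19 (SD, n = 2). At 18 hpi-only sites both 4 dpi libraries lay above both at 18 hpi in 2 settings, by 6.29 points with lists of equal length and 8.10 points for sites in all 3 lists (exact two-sided permutation p = 0.33, the smallest possible). The direction in all 3 classes changed when replicate 2 of 4 dpi was left out, with differences of -0.322, -0.952 and -2.83 points. Without replicate 2 of 18 hpi it was -0.855 points at 4 dpi-only and -1.03 points at common sites.

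H3K27ac, with 1 library per time point, was at 29.5% (Wilson 95% interval 28.5 to 30.5) of 4 dpi-only sites at 18 hpi and 46.8% (45.7 to 47.9) at 4 dpi. At common sites it was at 43.2% (41.8 to 44.6) and 56.0% (54.6 to 57.4). At 18 hpi-only sites it was at 29.7% (27.5 to 32.03) and 25.0% (22.9 to 27.2). The shifted sites had 1.35 to 2.06%. Single 4 dpi-only sites changed both ways, with 1806 having an H3K27ac peak only at 4 dpi and 479 only at 18 hpi. The fall at 18 hpi-only sites was not stable. It became a rise of 0.340 points with lists of equal length and of 1.85 points when 0.5 of the shorter peak had to overlap. These intervals compare 1 pair of libraries and not the time points.

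H3K27me3 was rare at SOX4 sites. None of 1555 18 hpi-only sites had a peak at 18 hpi (interval 0 to 0.246%), and 0.0643% (0.0114 to 0.363) did at 4 dpi, beside 0.418% and 0.289% of shifted sites. H3K27me3 was thus scarcer there than at the shifted sites at 18 hpi, and at 4 dpi the interval holds the background. At 4 dpi-only sites the share was 0.822% (0.643 to 1.05) at 18 hpi and 0.261% (0.169 to 0.403) at 4 dpi, beside 0.744% and 0.254% of shifted sites. These values were at the level of the background. At common sites the share was 0.0836% (0.0325 to 0.215) and 0.0418% (0.0115 to 0.152), below the 0.564% and 0.178% of shifted sites.

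The states of replicate 3 combined these marks. At 18 hpi, 18 hpi-only sites carried H3K4me3 in 47.1%, H3K4me1 with H3K27ac but without H3K4me3 in 8.62%, H3K4me1 alone in 19.1% and none of the 4 marks in 23.6%. The 4 dpi-only sites at that time carried these in 57.0%, 3.37%, 16.7% and 22.1%. At 4 dpi, the same 4 dpi-only sites carried them in 55.8%, 7.97%, 13.8% and 18.9%, and the 18 hpi-only sites in 31.4%, 8.94%, 27.1% and 29.3%. These shares come from 1 library per mark.

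**Figure D4:**
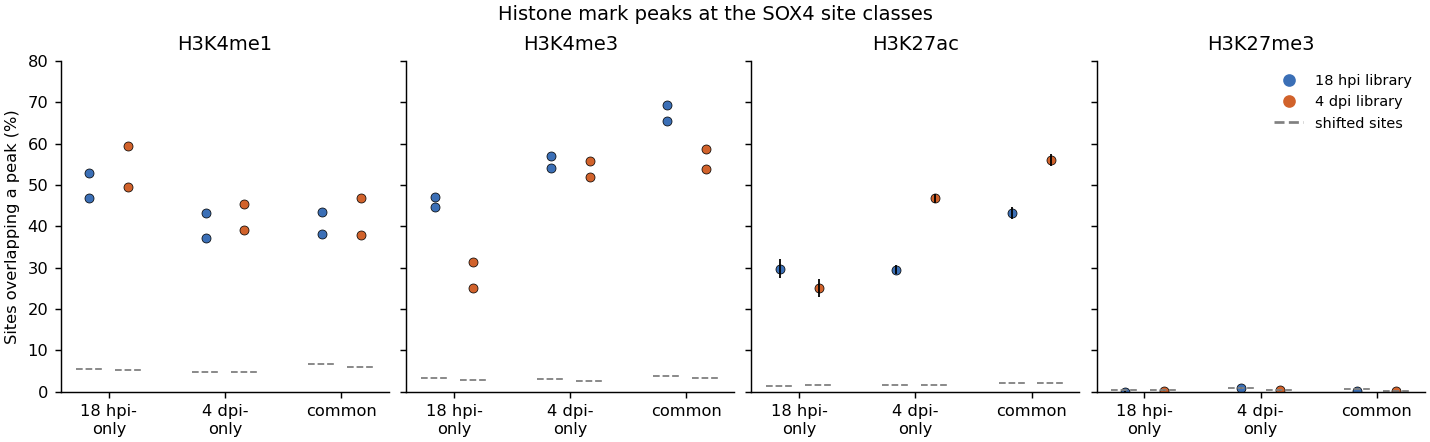
Percent of SOX4 sites of each class (horizontal axis) that overlap a peak of each histone mark (vertical axis, percent of sites), with 1 point per library, blue at 18 hpi and orange at 4 dpi, vertical lines for Wilson 95% intervals of the unreplicated marks, and dashes for the same sites shifted by 50000 bases. H3K4me3 at 18 hpi-only sites lies lower at 4 dpi (28.3%) than at 18 hpi (45.9%), and H3K27ac at 4 dpi-only sites lies higher at 4 dpi (46.8%) than at 18 hpi (29.5%).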

Values the study reported

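For SOX4 peaks called in single replicates, the study gave 13,081 ± 5151 peaks at 18 hpi and 28,160 ± 13,294 at 4 dpi. Its differential test on reads gave 2327 peaks enriched at 18 hpi and 3136 enriched at 4 dpi. The methods place the Cyp2e1 distal enhancer probe at 140,707,906 to 140,707,930 of chromosome 7.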

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

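The tests on the scaffold JH584304 and on mitochondrial DNA were chosen only after the result was seen.

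Peaks outside the main chromosomes were not used in the comparisons, and some SOX4 lists at 4 dpi held more of them than any list at 18 hpi. Replicate 1 of 4 dpi had 39 peaks on the unplaced scaffold Un_JH584304, and replicate 2 had 6, where the SOX4 lists at 18 hpi and replicate 3 of 4 dpi had 0. On the scaffold 4_GL456216_random, replicates 1, 2 and 3 of 4 dpi had 4, 3 and 2 peaks, against 1 each in replicates 1 and 2 of 18 hpi. On 1_GL456212_random, replicates 1 and 2 of 4 dpi had 2 and 4 peaks, and no SOX4 list at 18 hpi had any. Mitochondrial DNA (M) held 4 peaks in replicate 1 and 27 in replicate 2 of 4 dpi, against 2 in replicate 2 of 18 hpi and 0 in the remaining SOX4 lists. SOX4 lists at 18 hpi served as the comparison, since isotype lists were not used here.

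For JH584304, a candidate explanation is a collapsed repeat or a high copy number of the scaffold. All 12 histone lists, of active and repressive marks alike, had peaks there, 10 to 37 in each. For mitochondrial DNA, its high copy number is a candidate in the same way, and all 12 histone lists had 6 to 15 peaks on it. Neither value decides for SOX4. The histone lists were called without a control, whereas the SOX4 lists were called against isotype libraries, which would carry the same excess of copies. Of the 6 SOX4 lists, 4 had no peak on JH584304 and 3 had none on mitochondrial DNA. Higher background in the SOX4 libraries with these peaks was not tested. For the scaffolds 4_GL456216_random and 1_GL456212_random no explanation was tested. SOX4 binding at 4 dpi, the biological difference that the design names, stays open and untested for these sequences.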

How the results depend on the processing

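Hiding repeats from the motif search was chosen only after the results were seen, and the other alternatives were planned. Of 324 values under alternative settings, 277 kept their direction and side of the threshold or moved by less than the replicate spread. A further 30 moved beyond that, 3 lost significance and 14 reversed. The HNF4A odds ratio stayed above 1, from 1.32 with GC content in the model to 2.03 with the other consensus, and the odds ratio for the gene lists ranged from 4.82 to 17.0 over the settings that kept all libraries and from 4.78 to 17.7 when single SOX4 libraries were left out. The p-values of 3 against 3 and 2 against 2 libraries cannot pass 0.05 in any setting, so their constancy says nothing. A threshold of q under 0.01 removed no histone peak.

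For the SOX odds ratio, 100-base windows gave 1.02, hidden repeats 1.08, GC content in the model 0.809 and sites over 1000 bases from a TSS 0.909, and leaving out single SOX4 libraries gave 1.12 to 1.33. The reversal with GC content shows that the excess at 18 hpi-only sites goes with their lower GC content. With 100-base windows the time points differed by -1.53 points for the SOX share and -0.245 points for the HNF4A share. Genes within 50000 bases gave a hepatocyte to biliary log2 difference of -2.02. The cause was not tested.

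For site classes, requiring all 3 lists gave 426 18 hpi-only, 3091 4 dpi-only and 2138 common sites. Equal lengths gave 2462 4 dpi-only and 2048 common sites, and q under 0.001 gave 2615 common sites. These settings use fewer peaks or ask for more lists. Across the 6 sets that each left out a SOX4 library, there were 603 to 2262 18 hpi-only, 3640 to 8997 4 dpi-only and 2986 to 4382 common sites. The lowest came without replicate 1 of 18 hpi (18 hpi-only and common) and without replicate 1 of 4 dpi (4 dpi-only).

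For peak numbers on the log2 scale, covered bases gave -0.27 for H3K4me1 and -1.65 for H3K27me3, and q under 0.001 gave -2.04 for H3K27me3. Leaving out single H3K4me1 libraries gave -0.10 to 0.025. In percentage points at site classes, leaving out single libraries gave -0.322 to 9.71 for H3K4me1 at 18 hpi-only, -0.952 to 5.35 at 4 dpi-only and -2.83 to 5.93 at common sites. It gave -3.80 to 0.183 for H3K4me3 and 16.9 to 21.4 for H3K27ac at 4 dpi-only sites. Equal lengths gave -0.171 for H3K4me1 at common sites, and for H3K4me3 -12.2 at 18 hpi-only, 1.30 at 4 dpi-only and -6.08 at common sites. For H3K27ac they gave 0.340 at 18 hpi-only and 19.1 at 4 dpi-only sites, and for H3K27me3 -0.244 at 4 dpi-only sites. A minimum overlap of 0.5 gave -14.0 for H3K4me3 and 1.85 for H3K27ac at 18 hpi-only sites. Sites in all 3 lists gave 20.96 for H3K27ac, and q under 0.001 gave -0.192 for H3K27me3, at 4 dpi-only sites. The cause was not tested.

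With a replicate block, the SOX4 log2 difference of 0.96 had p = 0.25 in an exact sign-flip permutation test, the smallest that 3 pairs allow, and none of the 13 results changed its call. Deviations of same-numbered SOX4 lists correlated at -0.206 to 0.0401 and those of different numbers at -0.120 to 0.206, so the numbers do not pair the SOX4 samples. Pairing of the histone libraries was not checked. H3K27ac and H3K27me3 have 1 library per time point, and no block could be fitted. Comparisons of peak numbers and of sites present at 1 time point only are not adjusted for sequencing depth.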

Other observations

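Some tests below were chosen only after the result was seen: the splits for sites in all 3 lists and for the AP-1 odds ratio, and the tests on class sizes, HNF4A outside enhancers, the Sox4 locus, the Y-linked promoters and the H3K27me3 overlap. The splits for list overlap and for sites in at least 2 lists were planned, but what they should show was written down after their values were seen.

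The number of 4 dpi-only sites was 7665. With whole lists and at least 2 lists required, that is higher than the number of 4 dpi-enriched peaks quoted from the study above. With lists of equal length (2462 sites) or all 3 lists required (3091 sites) it was lower. The number of 18 hpi-only sites was 1555. That is lower than the number of 18 hpi-enriched peaks quoted from the study above. The same holds for 2060 sites with lists of equal length and for 426 sites in all 3 lists. The study tested read counts, whereas presence in lists was used here.

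The 4 dpi-only class was larger, and the 4 dpi lists were longer on average. With lists of equal length the ratio of 4 dpi-only to 18 hpi-only sites was 1.20, from 4.93 with whole lists. Equal lengths bring this ratio near 1 whatever made the lists longer, so it decides nothing about the cause. What made the lists longer was not tested here. By scaling to added bacterial DNA, the study found more total SOX4 binding at the later than at the earlier time point. It also describes SOX4 protein as weakly expressed at the earlier time point. Total binding is not a number of sites, so binding of SOX4 at more sites by 4 dpi stays open, as untested in these lists. The separation of the time points is another matter. In 1 of the 10 splits, the real one, list overlap differed by as much as 0.116. In 1 of the 10, the real one, 9220 sites were in at least 2 lists of 1 group and none of the other, and in 1 of the 10, the real one, 3517 sites were in all 3 lists of 1 group and none of the other. A split of 6 lists cannot give a share under 0.1, and whether the control shared within a time point raises these values was not tested.

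For the motifs, the number of splits with an odds ratio as far from 1 was 3 of 10 for HNF4A, 6 of 10 for SOX, 2 of 10 for AP-1, 2 of 10 for CEBP, 1 of 10 for TEAD, 1 of 10 for CTCF, 4 of 10 for FOXA and 8 of 10 for the longer SOX string. For the gene lists it was 3 of 10. For HNF4A the other 2 splits gave odds ratios of 2.14 and 0.528, and they put replicate 3 of 4 dpi with replicates 1 and 2 of 18 hpi, or replicate 1 of 18 hpi with replicates 1 and 2 of 4 dpi. The class sizes of such splits differ from the real ones, and with 10 splits none of these counts can decide. The counts ignore direction, and each other split keeps part of the time contrast. HNF4A odds ratios were 1.17 to 2.14 with mainly 18 hpi lists in the first group, and 0.528 to 0.913 with mainly 4 dpi lists. AP-1 gave 0.304 to 0.759 and 1.17 to 1.98, and the gene lists 2.04 to 6.81 and 0 to 0.208. SOX gave 0.724 to 1.41 and 0.698 to 0.984, so it did not sort by time.

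Technical explanations for the HNF4A excess at 18 hpi-only sites were tested. GC content as the whole cause is argued against by an odds ratio of 1.32 with GC in the model, although this is lower than 1.87 without it. Longer lists at 4 dpi are argued against by 1.63 with lists of equal length. Nuclease cutting at accessible hepatocyte enhancers, with or without SOX4, was tested only in regions with H3K4me1 and H3K27ac but no H3K4me3 at 18 hpi. Cutting in regions of that state, as the whole cause, is argued against. Over sites outside such regions the odds ratio was 1.955 (95% interval 1.58 to 2.42). The motif was in 127 of 1421 18 hpi-only and 354 of 7407 4 dpi-only sites there. Within such regions the motif was in 10 of 134 18 hpi-only and 23 of 258 4 dpi-only sites. Their odds ratio was 0.824 (95% interval 0.380 to 1.79), so no excess was seen there, with values on either side of 1 left possible. Of 5180 such regions without a SOX4 peak, 236 had the motif. Against these regions the 134 sites had an odds ratio of 1.69 (95% interval 0.875 to 3.26). The interval holds 1, so for these 134 sites a role of SOX4 cannot be told apart from cutting without it, for lack of sites. The state with H3K4me1 and H3K27ac but no H3K4me3 held 134 of the 1555 18 hpi-only sites. In the same class 47.1% carried H3K4me3, though 14.3% were at promoters. Any enhancer with an H3K4me3 peak lies outside that state. Cutting of accessible regions with other marks, or with none, was not tested, so cutting at hepatocyte enhancers in general stays open. In the comparison with regions lacking SOX4, the SOX motif had an odds ratio of 2.03 (1.40 to 2.94) and CEBP 3.62 (1.95 to 6.71). SOX4 binding at HNF4A sites remains a hypothesis beside these.

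AP-1 matches were more frequent at 4 dpi-only than at 18 hpi-only sites. In the 18 hpi-only class their share was 4.31%, beside 4.57% of flanks. More promoter sites at 4 dpi are argued against by an odds ratio of 0.208 away from promoters, GC content by 0.216 with GC in the model, and longer lists by 0.365 with lists of equal length. A candidate explanation is that AP-1 sites become accessible by 4 dpi, through SOX4, the vector or the injury response. A control vector at 4 dpi was not analysed here, so time after injection and SOX4 are confounded in these lists. The study did compare Sox4 with an empty vector at 4 dpi, by footprints of factors in accessible chromatin. It names AP-1 among the factors inferred to bind regions that opened with Sox4. In the lists used here, 2 of the 10 splits gave a value as far from 1.

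At Sox4, all 12 histone lists had peaks over the coding sequence. They covered 96.5% of it on average, 26.0% of the 5′ UTR and 0.0629% of the 3′ UTR. Reads from vector copies, which carry the coding sequence, are a candidate explanation, since repressive and active marks share this shape. In 2 of the 12 lists the peaks kept to the coding sequence with no base in the UTRs or the 2000 bases upstream, fewer than vector copies alone would give. Both sources may add up, and signal of the chromosomal gene cannot be told apart from vector reads by peak positions.

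The share of H3K4me1 peaks on chromosome X was 2.52 and 2.61% at 18 hpi and 1.91 and 1.84% at 4 dpi (exact two-sided permutation p = 0.33, the smallest possible). For SOX4 the share was 1.58, 1.43 and 1.37% at 18 hpi and 1.07, 1.02 and 1.35% at 4 dpi (exact two-sided permutation p = 0.1, the smallest possible), and for the single H3K27me3 libraries 1.57 and 1.33%. H3K4me3 showed no such drop, with 2.31 and 2.30% at 18 hpi and 2.58 and 2.33% at 4 dpi, and neither did H3K27ac, with 1.46 and 1.48%. The drop is thus not confined to H3K4me1, and the tests below were made on H3K4me1 and H3K4me3 only. Female animals at 18 hpi and male animals at 4 dpi are argued against. H3K4me3 peaks at the promoters of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were present in 6 of 8 gene and library pairs at 18 hpi and in 6 of 8 at 4 dpi. Lower sensitivity at 4 dpi was tested only as far as it shows in list length, where the values argue against it. The H3K4me1 lists held 92976 and 86143 peaks on the main chromosomes at 4 dpi, beside 87986 and 95992 at 18 hpi. When the 18 hpi lists were shortened to 33.3% of their peaks by score, the share fell to 1.72 and 1.76%. These lie below both 4 dpi values, which this explanation needs. At that same length the 4 dpi lists had 1.12 and 1.10%, so a gap remained. At 50% the shares were 2.05 and 2.06% at 18 hpi and 1.33 and 1.40% at 4 dpi. The weight given to these gaps was decided after seeing them. Lower sensitivity that leaves list length as it is stays open, and other measures of the lists were lower at 4 dpi. H3K4me1 peaks covered 40.7 ± 4.70 Mb at 18 hpi and 33.7 ± 4.44 Mb at 4 dpi (SD, n = 2). Their median width averaged 340 and 297.5 bases. A change of H3K4me1 on the X chromosome with time is untested.

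The 4 dpi H3K27me3 list held fewer peaks than the 18 hpi list. If lower sensitivity were the only difference, nearly all 4 dpi peaks would lie within 18 hpi peaks, but 32.8% of them overlapped one, and 14.8% of 18 hpi peaks overlapped a 4 dpi peak. Without replicates, and with 53.4 and 74.95% of the peak numbers missing, noise in either list could give this low overlap, and lower sensitivity, the filter and a change of the mark cannot be told apart.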
